A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

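Genomic DNA from tails of 7 mice of 1 family, a male parent, a female parent and 5 offspring, was compared with DNA of 1 reference male mouse on a custom oligonucleotide CGH array. Groups were taken from the sample titles. The series title describes males exposed to gamma rays at 20 mGy per day for 400 days, whereas its design text calls the male parent of this family non-irradiated. The sample titles carry the prefix 20mGy, which the study's tables use for its irradiated group. The study describes exposed males, and no result below depends on the exposure label, since the family has 1 male parent. The array served as a second screening, so its probes were chosen around candidate sites of an earlier array, and counts are not rates per genome.

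Per the file headers, the authors scanned the arrays and extracted intensity values with Feature Extraction 10.7.1.1, which subtracted the background and normalized the dyes linearly. The deposited scanner files give processed signals as intensity for each dye and a log10 ratio of Cy5 over Cy3, and positions in build mm9. In the deposited log10 ratio, 12 to 44 dim spots per array were set to 0. The deposited series table holds log2 ratios of reference over animal. They equalled the log10 ratios converted to log2 within 5.7e-07 and had not been centred. It was used as an alternative, with its sign turned, and 0 of its columns were unmatched.

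The log2 ratio of animal over reference was computed from the processed signals, with the sign turned on arrays with the animal in Cy3. Of 75717 spots, 6563 control spots were left out, as were 103 to 137 spots per array with outlier flags. Spots of a probe were averaged and each array was centred on its median. No spot was saturated. The analysis used Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 with limma 3.58.1.

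A probe was positive in an animal past 0.5 in size with the same sign on both arrays, following the size limit of the study's second screening. The condition of the same sign was added here. The study's rule also requires a positive probe in the first screening; results of the first screening were not used here, so any probe could be positive. Positive probes at most 3 probe positions and 5000 bp apart were chained into regions of at least 2 probes. Regions were merged across animals, and chance was described with 100 shuffles of probe order within chromosomes. De novo candidates and transmission were defined from these regions. The limma models used the mean of the 2 arrays of each animal, with Benjamini-Hochberg adjustment and two-sided tests. These rules, the alternatives and the rule for naming items were fixed before the data were examined. The named items were the 10 merged regions with the most positive probes in an animal, the 5 candidates with the most probes, and the 5 probes with the smallest p in each model that passed. Merged regions within 50000 bp on chromosome 4 were described together as a block, which was decided after the data were seen. Regions were also described as having separate levels when a gap of at least 0.4 parted the animals and the nearer level lay within 0.2 of 0, likewise decided afterwards.

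The caller was tested on simulated data made from real values in shuffled order. Only probes whose mean stayed within 0.5 in size in all 7 animals were drawn. All 100 planted offspring-only regions of 6 probes with a log2 ratio of 0.8 in size were found. The simulated background held 0 regions before planting, so this does not measure false candidates. A planted transmission share of 20.0% was measured as 19.8%. Among 64975 simulated probes with 200 changed by 0.8 in size, the family model recovered 98% with 0 false calls and the model of offspring against parents recovered 82% with 8 false calls.

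Alternatives were thresholds of 0.4 and 0.8, the mean of the arrays, each dye orientation alone, no centring, normexp background correction with an offset of 50, only probes well above background on all arrays, the series table, other chaining rules, stricter or probe-level definitions of a candidate, other limits on size and adjusted p, slide as a random block, and leaving out animals in turn. The files used held median rather than mean signals for normexp. The reference annotation at hand was of another build than mm9, so positions were not converted and genes were not named. Probe sequences were not used here, so GC content was not examined.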

Results

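The data were array comparative genomic hybridization (array CGH) profiles of tail DNA from 1 family of C57BL/6J/Nrs mice. In array CGH, DNA of an animal and DNA of a reference are labelled with different dyes and hybridized to the same probes, and the log2 ratio of the signals gives the relative copy number. The family had 1 male parent, 1 female parent and 5 offspring. The series is titled as part of a study of males exposed to gamma rays at 20 mGy per day for 400 days. Each animal was hybridized on 2 arrays with swapped dyes against 1 reference male mouse, which gave 14 arrays on 4 slides. Both parents lay on the same slide and no offspring shared it, so slide and generation overlapped. There was 1 animal per parent and the 2 arrays of an animal are technical, so values of single animals have no biological replicate.

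The custom array held 65147 probes, of which 65096 were autosomal, 48 were on X and 3 were on Y. The autosomal probes formed 6435 clusters, with a median spacing of 102 bp, so only chosen parts of the genome were covered. Between 93.9% and 98.8% of spots were well above background in both channels of an array. The spread of differences between neighbouring probes, the derivative log ratio SD, lay between 0.153 and 0.197 on 13 arrays. It was 0.318 on the array with offspring 4 in Cy5. The number of arrays limits the precision of all values.

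The sex-linked probes served to check the labels of the parents. The X probes had a mean log2 ratio of -0.02 in the male parent and 0.84 in the female parent. On the Y probes the means were -0.03 and -2.19, respectively. In the order of their numbers, the offspring had X means of -0.01, 0.00, -0.01, 0.04 and 0.75 and Y means of -0.06, -0.04, -0.02, -0.01 and -1.63. The SD between the 2 arrays of an animal was 0.12 to 0.21 for X and 0.15 to 0.47 for Y. The 3 Y probes differed widely in the female parent and offspring 5, with SDs between probes of 1.74 and 1.19. In the other animals this SD was 0.02 to 0.08. Taking the array with the female parent in Cy3 alone changed its Y mean to -1.92. Offspring 5 resembled the female parent on both sets of probes, and offspring 1 to 4 resembled the male parent. The study chose sex-linked probes on its first array to tell the sex of its mice. The labels do not give the sex of the offspring, and none was assigned.

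**Figure D1:**
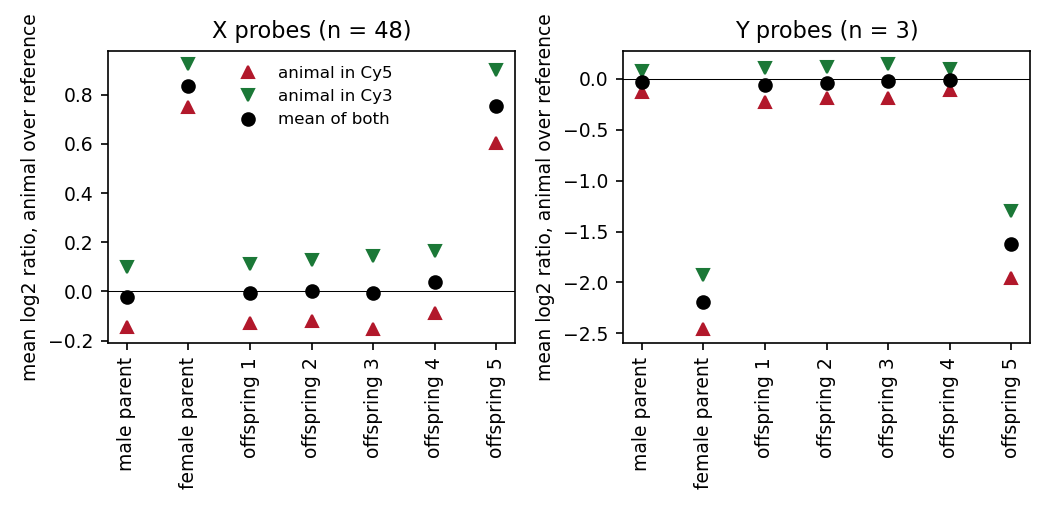
Mean log2 ratio of animal over reference on the X and Y probes of each animal, with triangles for each array and circles for their mean. The female parent and offspring 5 have X means of 0.84 and 0.75, whereas the other animals lie between -0.02 and 0.04.

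The first question was how many probes differed between an animal and the reference. A probe was positive when its log2 ratio passed 0.5 in size with the same sign on both arrays. Over the 7 animals there were 3052 positive results. If the 2 arrays of each animal had been independent, 697 would have been found. A further 6811 results passed 0.5 on both arrays with opposite signs, which a copy number difference does not give. Pearson's r between the 2 arrays across probes, which are not independent replicates, was -0.53 to -0.05. The male parent had 474 positive probes (200 higher and 274 lower than the reference), and the female parent had 229 (123 higher and 106 lower). The offspring had 470 ± 362 (SD, n = 5), with 173, 635, 262, 1032 and 247 in the order of their numbers. The single parental values lay within the range of the offspring. Using only the arrays with the animal in Cy5 moved the family total most, to 34797.

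**Figure D2:**
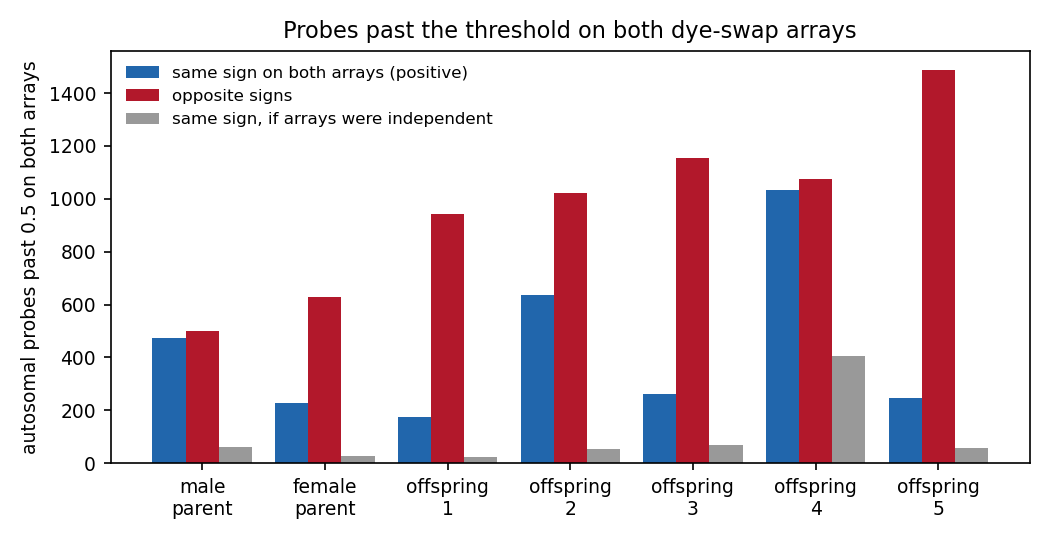
Number of autosomal probes past 0.5 in size on both arrays of each animal, with the same sign, with opposite signs, and with the same sign if the arrays were independent. Opposite signs outnumber equal signs in every animal, for example 1486 against 247 in offspring 5.

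Positive probes of one animal and direction were then joined into regions of at least 2 probes, and overlapping regions of different animals were merged. This gave 117 merged regions, of which 68 were higher and 49 lower than the reference. Of these, 57 were pieces of 1 block on chromosome 4 (101109394 to 101270967, mm9), which also held 53.3% of the positive results. After shuffling the probe order within chromosomes, regions numbered 157 on average over 100 shuffles, because many positive probes of chromosome 4 were spread out. Outside chromosome 4, 59 merged regions were observed against a mean of 11.7 and a maximum of 21 in the shuffles. With the Cy5 arrays alone, merged regions numbered 3184.

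Positions are given in mm9, the build of the array, and no gene annotation of that build was used here. Of the 10 regions with the most positive probes, 7 were pieces of the chromosome 4 block, with up to 71 positive probes in an animal. Over the 1137 probes of the block, the mean log2 ratio was 0.38 ± 0.03 (SD, n = 2 arrays) in the male parent and 0.38 ± 0.02 in the female parent. In the offspring it was 0.33 ± 0.01, 0.60 ± 0.01, 0.38 ± 0.03, 0.69 ± 0.04 and 0.34 ± 0.01 in the order of their numbers. Offspring 2 and offspring 4 were thus above both parents by more than the spread between arrays. The other offspring were not above the parents by more than that spread.

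The remaining region with the most positive probes lay on chromosome 2 (70080407 to 70086354, 59 probes). Its mean log2 ratio was 1.95 in the male parent, 0.02 in the female parent and 1.18 ± 0.17 (SD, n = 5) in the offspring, with a range of 1.03 to 1.39. The other 2 regions of this list lay on chromosome 3. In the longer one (25416456 to 25423436, 34 probes) the female parent had -1.85 and offspring 5 had -1.68, whereas the other animals lay between -0.05 and 0.00. In the shorter one (25430740 to 25434312, 23 probes) these 2 animals had -1.74 and -1.60, and the others lay between -0.13 and 0.04. Runs of 34 adjacent probes outside called regions had SDs of 0.02 to 0.05 in an animal.

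**Figure D3:**
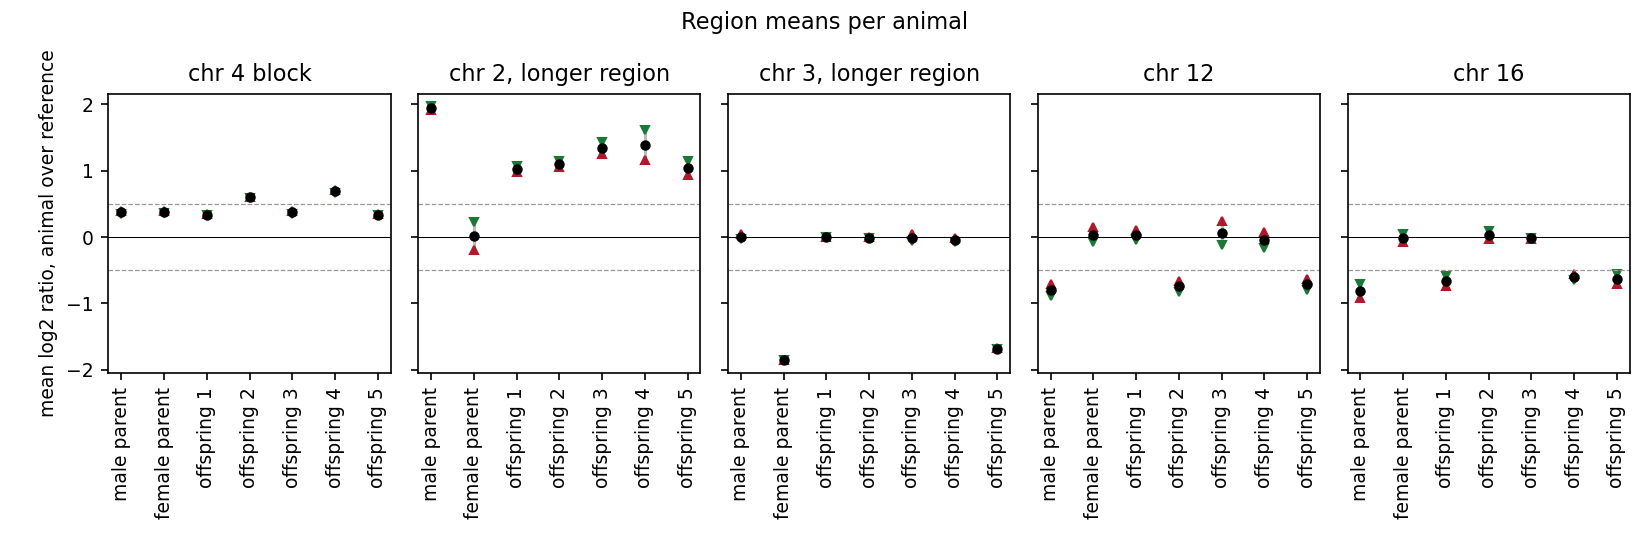
Mean log2 ratio of animal over reference in 5 parts of the genome, with triangles for each array, circles for their mean and dashed lines at the threshold. In the chromosome 4 block offspring 2 and offspring 4 reach 0.60 and 0.69, and the other animals lie between 0.33 and 0.38.

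A region of an offspring was a de novo candidate when neither parent had a positive probe of the same direction in it. There were 36 candidates, 30 higher and 6 lower than the reference, and 25 of them had 2 probes. They numbered 0, 9, 2, 23 and 2 in the offspring. Without offspring 4, there were 13. The chromosome 4 block held 23 of them, and in all 23 both parents exceeded 0.25. The 5 candidates with the most probes were in this block. The first lay at 101189628 to 101191126 in offspring 2 (9 probes), with a mean log2 ratio of 0.92 against 0.36 in the male parent and 0.51 in the female parent. In offspring 4, 101124130 to 101125457 (8 probes) had 0.79 against 0.34 and 0.40. In the same animal, 101189628 to 101190445 (6 probes) had 0.83 against 0.33 and 0.50, 101191065 to 101191593 (4 probes) had 1.20 against 0.37 and 0.57, and 101180925 to 101181234 (4 probes) had 1.02 against 0.48 and 0.58. When each parent also had to differ by over 0.5, 6 candidates were left, all in offspring 4. With the Cy5 arrays alone there were 1904.

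Transmission was described for the 60 merged regions positive in exactly 1 parent. Of their 300 pairs of region and offspring, 86 were positive, a share of 28.7% (95% exact binomial interval 23.6% to 34.1%, which treats linked pairs as independent). Outside the chromosome 4 block the share was 19.0% of 195 pairs. There, 33 regions were positive in the male parent only, 19 of them in no offspring, and 6 were positive in the female parent only. In 3 of the 19 the mean of every animal was more than 0.4 below the reference, so being in no offspring does not show a lack of transmission there. The share was 18.8% of 165 pairs for the male parent and 6 of 30 pairs for the female parent, whose 6 regions were all positive in offspring 5 and in no other offspring. The chromosome 3 regions are among these 6, and values given below argue against an autosomal loss passed on there. Their pairs are still counted in the shares. Offspring 5 is also the only offspring whose X and Y means lay near those of the female parent. The 6 of 30 pairs therefore do not separate transmission from a difference tied to the X and Y values. The threshold of 0.4 moved the overall share most, to 17.2%.

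Limma was used to ask at which probes the mean over the family differed from the reference. Of 64975 probes with no missing value, 608 had a limma adjusted p under 0.05 and a mean log2 ratio over 0.5 in size, 561 higher and 47 lower. A mean does not show that every animal differed: 586 of the 608 had the same sign in all 7 animals, and 547 were past 0.25 in all 7. Of the 608, 44 lay in chromosome 2 regions, and at 29 of these the female parent was within 0.2 of 0. A further 3 lay in a chromosome 13 region (40550292 to 40550568), and at all 3 the female parent and offspring 4 were within 0.2 of 0. The reference was 1 animal, so its own variation is not included. The chromosome 4 block held 514 of the higher probes, and 22 lower probes lay on chromosome 14 between 53413765 and 54225056. The 5 probes with the smallest p were all on chromosome 14 and lower in 7 of 7 animals. At 53415936 to 53415995 the mean was -0.81 ± 0.03 (SE). The means at 54173784 to 54173835, 54223991 to 54224050, 54174089 to 54174147 and 54222361 to 54222420 were -0.58 ± 0.02, -0.59 ± 0.02, -0.68 ± 0.03 and -0.60 ± 0.03. Each had a limma adjusted p of 2.71e-05. Without the size limit, 1323 probes passed.

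The same model asked whether any probe was shifted in the 5 offspring relative to the 2 parents. With limma, 0 probes passed an adjusted p of 0.05, and the smallest adjusted p was 0.998. At an unadjusted p under 0.05 there were 849 probes, against 3249 for 5% of the probes tested. Without the male parent, 13 probes passed, all higher in the offspring, with the lone female parent assumed to vary like the offspring.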

Values the study reported

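The study reported de novo deletions in 7.1% of F1 mice of the non-irradiated group (11 of 156) and in 20.4% of the irradiated group (29 of 142). It tested candidates by quantitative PCR, and its lists of de novo changes that passed name no offspring of the family described here.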

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

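All tests of explanations below were chosen after the results were seen. Among 31 measures compared over the 5 offspring, 9 had a single offspring far from the other 4 (a gap over 0.71 of the whole range). Chance gives this in about 1 of 20 groups, and the measures are not independent of each other. That rate does not apply to 7 of the measures, which came from regions chosen for a gap between animals and gave 3 of the 9. The other 24 measures gave 6, and they include the chromosome 4 block, which was also defined after the data were seen. They also include the X and Y means, which parted the parents as well, so a gap in them need not be chance.

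Offspring 5 stood apart in 6 of the 9. Its X probes had a mean log2 ratio of 0.75 and its Y probes -1.63, while the other offspring lay between -0.01 and 0.04 and between -0.06 and -0.01. In the chromosome 3 regions it had -1.68 and -1.60, where the other offspring lay between -0.13 and 0.02. Near 126944817 on chromosome 7 (2 probes) it had -1.45 against -0.16 to 0.08, and near 83368007 on chromosome 10 (4 probes) it had 0.68 against -0.02 to 0.08. The last 2 places were singled out after their values were seen. The female parent shared each of these differences, with -1.11 on chromosome 7 and 0.51 on chromosome 10.

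For the chromosome 3 regions, a defect of the slide is argued against by the male parent, which lay on the slide of the female parent and had 0.0048. A loss of an autosomal segment passed on by the female parent would lower the other offspring as well, since this parent read far below the level of 1 lost copy. The lowest of offspring 1 to 4 was -0.046, which argues against it. Probes that read sequence also present on the Y chromosome are a candidate explanation. It was drawn from the longer region and the Y probes lying on the same side of -0.5 in 7 of 7 animals, so this count does not test it. It stays open, since probe sequences were not used here, and the sex of offspring 5 is not in the labels.

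Offspring 4 stood apart in the other 3. Its array with the animal in Cy5 had a derivative log ratio SD of 0.318 against 0.167 to 0.186 in the other offspring. It had 11 candidates outside the chromosome 4 block, where the others had 0 to 1. Chance neighbours among positive probes were tested with 100 shuffles of the probe order outside the block. Since offspring 4 was picked as the highest of 5, the highest offspring of each shuffle was used. It had 3.23 candidates on average and at most 8, and 0 shuffles reached 11, which argues against chance as the whole cause. This was the third form of the test. The earlier forms also counted regions at probes positive in a parent. Counted so, offspring 4 had a mean of 5.86 and a maximum of 12, and 11 was reached in 3 shuffles by offspring 4 and in 4 by the highest offspring. The first form used this mean alone and was taken to leave chance open. Shuffling assumes that neighbouring probes are independent, so noise shared by neighbours is not excluded. When only probes well above background were used, 6 of the 11 were lost and 5 were still found, which argues against dim probes for the 5. For the 6 this stays open, since being lost does not show that they were false. With the filter on the reference channel alone, 5 were found as well. Over all offspring, candidates outside the block numbered 13, and 2 at a threshold of 0.8 and 1 with at least 3 probes, so most of the 11 depend on these choices. After removal of the part of its values predicted from the other animals, 4 of the 11 were left. With this removal, however, candidates outside the block numbered 38 over all offspring, against 13 in the main analysis. That step also lowers true shared differences, so it leaves a technical trend open. A de novo change in this animal stays open and was not tested by another method here. The study tested candidates by quantitative PCR, and its lists of de novo changes that passed name no offspring of this family. Those lists follow the study's own rule with its first screening, so they do not settle each of the 11. Offspring 4 had a mean of -0.10 at 40550292 to 40550568 on chromosome 13, which was near 0. The other offspring lay between -0.68 and -0.61 there, and the male parent had -0.65. The female parent was also near 0 there, with -0.07. No biological explanation was tested for this region.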

How the results depend on the processing

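Removal of the first principal component or of the part predicted from other animals was chosen after seeing the data; the other alternatives were planned. Of the alternative values for the results that answer a comparison, 101 stayed the same by the rules used and 59 moved, with 0 reversed. A reversal was counted only for values over 0.5 in size, and counts and shares cannot change sign. The 0 reversals therefore do not measure how stable those results were. Of 56 alternative values of the sex-linked means, 13 had another sign, all for means of at most 0.061 in size. Unless a cause is given, the cause was not tested.

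Positive results numbered 5191 at a threshold of 0.4 and 870 at 0.8, 7651 with the mean of both arrays, 34797 with Cy5 arrays alone and 20514 with Cy3 arrays alone. Requiring both arrays therefore removed most single-array results. Leaving out each offspring gave 2020 to 2879, the lowest without offspring 4. Merged regions numbered 336 with the mean, 3184 with Cy5, 1081 with Cy3, 234 with directly adjacent probes and 68 with at least 3 probes.

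Candidates numbered 99 at 0.8, 177 with the mean, 1904 with Cy5, 372 with Cy3, 103 with adjacent probes, 11 with at least 3 probes, 6 when parents had to differ by over 0.5 and 178 at the level of probes. Outside the chromosome 4 block there were 13 in the main analysis, 41 at 0.4, 2 at 0.8 and 176 with the mean. With Cy5 alone there were 1904, with Cy3 alone 371, with adjacent probes 11 and with at least 3 probes 1. The rise at 0.8 therefore lay within the block. Leaving out each offspring gave 13 to 36. The first principal component had a loading of 0.89 on offspring 4 and its removal left 1 candidate, with 0 outside the block. The removal subtracts much of the signal of that animal and also shifts other animals, whose candidates were lost too, and the cause was not tested. Without the part predicted from other animals, 114 candidates, 38 of them outside the block, and 1428 positive results were found.

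The transmission share was 17.2% at 0.4, 22.5% with the mean, 39.6% with Cy5, 37.6% with normexp, 39.5% with probes well above background, 35.1% with adjacent probes and 35.2% with at least 3 probes. Leaving out each offspring gave 24.6% to 32.5%.

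The family model gave 1323 probes without a size limit and 51 with a limit of 0.8, which follow from the limits, and 502 to 634 under the other alternatives. The count for offspring against parents with limma was 0 under all alternatives but the fit without the male parent, which gave 13 (676 to 2502 probes at an unadjusted p under 0.05 over all fits); leaving out animals gave 0 to 13. In the random block fits the slide correlation was negative (-0.23 and -0.33).

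On single arrays, X means with the animal in Cy5 were -0.14 and 0.75 in the male and female parent and -0.13, -0.12, -0.15, -0.086 and 0.60 in the offspring. In Cy3 they were 0.10, 0.92, 0.11, 0.13, 0.14, 0.17 and 0.90. Y means of the male parent and offspring 1 to 4 were -0.13, -0.23, -0.19, -0.18 and -0.11 in Cy5 and 0.077, 0.11, 0.11, 0.15 and 0.10 in Cy3. Those of the female parent and offspring 5 were -2.46 and -1.96 in Cy5 and -1.92 and -1.29 in Cy3. The series table moved the X mean of offspring 1 to 0.0026 and the Y mean of offspring 2 to -0.0016. No paired analysis was possible because each parent is 1 animal. Between 93.9% and 98.8% of spots were well above background in both channels of an array, and the rest limit the values of dim probes.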

Other observations

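All tests in this part were chosen after the results were seen. The chromosome 4 block was above the reference in all 7 animals at unequal heights. Noise of the Cy5 array of offspring 4 is argued against by its other array, on which the block mean was 0.66, while the parents and offspring 1, 3 and 5 had at most 0.37. Fewer copies in the reference alone would give one height, yet offspring 2 lay 0.22 above the next lower animal, with an SD between arrays of at most 0.04. In 23 of 23 candidates of the block both parents exceeded 0.25, so these candidates may arise from a fixed threshold applied to a signal that the parents also carry. A candidate explanation for the heights is that both parents carry extra copies and the offspring inherited different doses. On a linear scale, in units of the mean gain of the parents, the gain was 1.71 in offspring 2, 2.04 in offspring 4 and 0.87, 0.99 and 0.88 in offspring 1, 3 and 5. The value of 1.71 lies between whole doses, and how the probes respond in this range is not known, so the explanation stays open.

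The chromosome 2 region was high in the male parent and all 5 offspring and near 0 in the female parent. A sequence missing from the reference could give this pattern. The background was examined over 64 probes, the 59 of the region and 5 of the adjacent region from 70079530. Of their readings, 69.6% were well above background in the reference channel, against 98.0% of all autosomal readings. In the channel of the animal every reading of the male parent was above background, and 73.4% of those of the female parent. Most reference readings were still above background, and weak probes with extra copies in the male parent would look similar, so this also stays open.

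Of the 33 regions outside the block that were positive in the male parent only, 19 were in no offspring, all of them lower than the reference and with at most 3 positive probes. In 3 of the 19, all among the 5 still found below, the mean of every animal was more than 0.4 below the reference, so being in no offspring does not show a lack of transmission there. When only probes well above background were used, 14 of the 19 were lost and 5 were still found, which argues against dim probes for the 5. For the 14 this stays open, since a loss in the animal itself lowers its channel and so helps to decide which probes pass. With the filter on the reference channel alone, which was tried after this was noticed, 12 were lost and 7 were found. Of the 14 regions seen in an offspring, 5 were found after the first filter and 10 after the second. The median value over the 19 regions was -0.76 in the male parent, -0.11 in the female parent and -0.51, 0.09, -0.38, -0.48 and -0.29 in the offspring. Outside called regions, Pearson's r across probes between the male parent and the offspring was 0.51, -0.28, 0.41, -0.41 and 0.30, and the highest of these is consistent with a technical trend shared between some animals. No biological explanation was tested for these regions, since the family has 1 male parent. The descriptions of the series disagree on his exposure, although the sample titles carry the prefix of the irradiated group.

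Other regions had separate levels in the family, and they were singled out after their values were seen. At 21210881 to 21211654 on chromosome 12 (8 probes) the male parent had -0.80, offspring 2 had -0.75 and offspring 5 had -0.72, and the other animals lay near 0. At 19349848 to 19352188 on chromosome 16 (10 probes) the male parent had -0.81 and offspring 1, 4 and 5 had -0.66, -0.60 and -0.63. At 124702107 to 124702707 on chromosome 1 (6 probes) the male parent had -0.71 and offspring 2 and 5 had -0.62 and -0.75.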
